# Extremely low-frequency pulses of faint magnetic field induce mitophagy to rejuvenate mitochondria

**DOI:** 10.1038/s42003-022-03389-7

**Published:** 2022-05-12

**Authors:** Takuro Toda, Mikako Ito, Jun-ichi Takeda, Akio Masuda, Hiroyuki Mino, Nobutaka Hattori, Kaneo Mohri, Kinji Ohno

**Keywords:** Mitophagy, Biophysics

## Abstract

Humans are frequently exposed to time-varying and static weak magnetic fields (WMF). However, the effects of faint magnetic fields, weaker than the geomagnetic field, have been scarcely reported. Here we show that extremely low-frequency (ELF)-WMF, comprised of serial pulses of 10 µT intensity at 1–8 Hz, which is three or more times weaker than the geomagnetic field, reduces mitochondrial mass to 70% and the mitochondrial electron transport chain (ETC) complex II activity to 88%. Chemical inhibition of electron flux through the mitochondrial ETC complex II nullifies the effect of ELF-WMF. Suppression of ETC complex II subsequently induces mitophagy by translocating parkin and PINK1 to the mitochondria and by recruiting LC3-II. Thereafter, mitophagy induces PGC-1α-mediated mitochondrial biogenesis to rejuvenate mitochondria. The lack of PINK1 negates the effect of ELF-WMF. Thus, ELF-WMF may be applicable for the treatment of human diseases that exhibit compromised mitochondrial homeostasis, such as Parkinson’s disease.

## Abstract (web summary)

The effect of extremely low-frequency pulses of faint magnetic field on mitochondria is investigated, where it led to reduced mitochondrial mass, membrane potential and electron transport chain activity, and induced mitophagy.

## Introduction

In the present-day industrialized societies, humans are exposed daily to time-varying and static weak magnetic fields (WMF). The effects of WMF on animals, including humans, have been documented in a few reports. WMF increases intracellular calcium concentrations and induces the development of satellite cells^1^. Similarly, static magnetic fields increase cytosolic calcium and reactive oxygen species (ROS) in mouse embryonic stem (ES) cell-derived embryoid bodies and Flk-1+ cardiac progenitor cells^2^, although the magnetic intensities were as much as 0.3–5.0 mT. In addition, static WMF as weak as 0.01 μT reduces the ROS level in nonactivated neutrophils^3^. Moreover, the exposure to static WMF of 200–600 µT in HT1080 cells increased the mitochondrial calcium concentration and the mitochondrial membrane potential^4^. For a disease model, the viability of breast cancer cells is specifically decreased by WMF^5^. Extremely low-frequency WMF (ELF-WMF), which is defined as ELF with a frequency of 300 Hz or less, may or may not reduce the levels of ROS in cells^6^. ROS are mostly produced during electron transfer through the mitochondrial electron transport chain (ETC). The biological effects of ELF-WMF, weaker than the geomagnetic field, have been reported in cultured cells^7^, planaria^8^, rats^9^, lizards^10,11^, and humans^12^, but the underlying mechanisms remain elusive. In addition, the optimal conditions for the manifestation of the cellular effects of ELF-WMF remain undetermined. Furthermore, the molecular mechanisms underlying the effects of ELF-WMF have not been elucidated.

Mitophagy and mitochondrial biogenesis cooperate in the maintenance of mitochondrial homeostasis. Mitophagy is a quality-assurance system that selectively eliminates damaged mitochondria using the macroautophagy machinery. Mitophagy-associated proteins include PTEN-induced kinase 1 (PINK1), parkin, BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (BNIP3), BCL2/adenovirus E1B 19 kDa protein-interacting protein 3-like (NIX/BNIP3L), and FUN14 domain containing 1 (FUNDC1). Mitophagy is induced by mitochondrial damage, excessive levels of mitochondrial ROS, endoplasmic reticulum (ER) stress^13^, circadian rhythm^14^, and hypoxia-inducible factor^15^. In addition, mitophagy induces mitochondrial biogenesis to compensate for the removal of mitochondria^16,17^. The parkin/PINK1 pathway is a key regulator of mitophagy. Parkin and PINK1 translocate from the cytosol to the mitochondria, and ubiquitinate the mitochondria, which are subsequently recognized by the phagosome-lining LC3 to eliminate the mitochondria. Accumulating knowledge points to the notion that the compromised parkin/PINK1 pathway is associated with the development and progression of neurodegenerative diseases, including Parkinson’s disease^18^ and Alzheimer’s disease^19^.

In this study, we investigated the effects of faint magnetic fields, weaker than the geomagnetic field, on cells. We report that ELF-WMF efficiently suppresses the mitochondrial mass to 70% by inhibiting the mitochondrial ETC complex II, which subsequently induces mitophagy and rejuvenates mitochondria. We expect that ELF-WMF may be applicable to a plethora of human diseases that exhibit compromised mitophagy like neurodegenerative diseases.

## Results

### Exposure to Opti-ELF-WMF for 4 weeks increases the mitochondrial activity in the mouse liver

Based on our previous observation that 1–8 Hz stimulation of 4 ms pulses of 10 µT magnetic field (Opti-ELF-WMF) decreases the thermal hysteresis of electric resistance of modified Ringer’s solution^20,21^, we examined the effect of 4-week exposure to Opti-ELF-WMF on the liver mitochondria in wild-type C57BL6/N mice. Using an open-field locomotor test, we first confirmed that exposure to Opti-ELF-WMF had no effect on the locomotor activity in mice (Supplementary Fig. 1e, f). We examined the ETC activity of mitochondria isolated from the mouse liver by measuring the oxygen consumption rate (OCR) and mitochondrial membrane potential using a flux analyzer and tetramethylrhodamine (TMRM), respectively. We found that Opti-ELF-WMF increased both the OCR and mitochondrial membrane potential by approximately 40% (Fig. 1a, b).

**Fig. 1:**
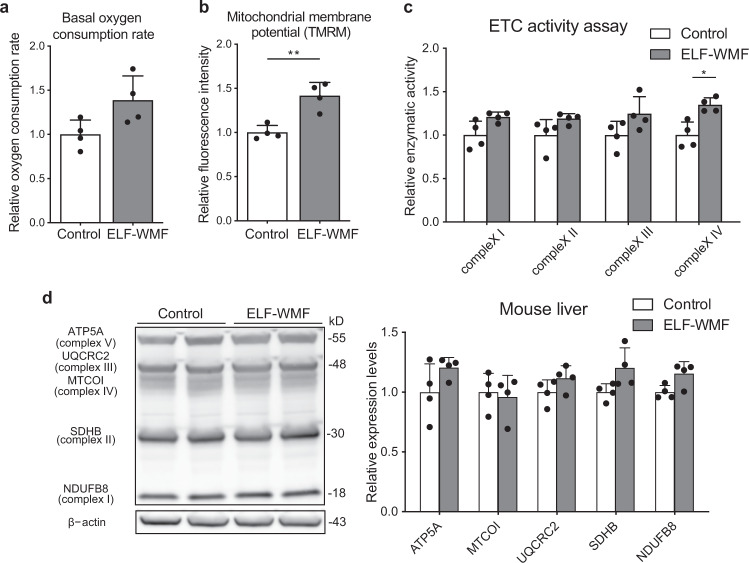
Exposure to Opti-ELF-WMF for 4 weeks increased mitochondrial electron transport chain (ETC) activities in the mouse liver. **a** Basal oxygen consumption rate was measured by a flux analyzer using mitochondria isolated from the mouse liver. No statistically significant difference was observed by Student’s *t*-test (mean ± SD, *n* = 4 mice each). **b** Membrane potential of mitochondria isolated from the mouse liver was measured by flow cytometry with tetramethylrhodamine (TMRM; mean ± SD, *n* = 4 mice each; **p < 0.01 by Student’s *t*-test). **c** Relative enzymatic activities of mitochondrial electron transport chain (ETC) complexes I, II, III, and IV of the mouse liver (mean ± SD, *n* = 4 mice each; *q [false discovery rate] < 0.05 by multiple Student’s *t*-tests). **d** Western blo*t*ting of the mitochondrial oxidative phosphorylation proteins in the mouse liver (mean ± SD *n* = 4 mice each; no statistical difference was observed by false discovery rate with multiple Student’s *t*-tests). Representative duplicates of Western blot analysis are shown. See also Fig. S1.

Next, we evaluated the enzymatic activity of each ETC complex and the amount of OXPHOS proteins in the mouse liver homogenates. Opti-ELF-WMF increased the activities of mitochondrial ETC complexes I to IV, although statistical significance was observed only in complex IV (Fig. 1c). The levels of four nucleus-encoded proteins (NDUFB8 [complex I], SDHB [complex II], UQCRC2 [complex III], and ATP5F1A [complex V]) also tended to be increased (Fig. 1d). In contrast, the levels of mitochondria-encoded MTCO1 [complex IV] remained unchanged.

These data demonstrate that Opti-ELF-WMF had no effect on the locomotor activity in wild-type mice, but tended to increase the mitochondrial ETC complex activities and the levels of nucleus-encoded ETC proteins in the mouse liver.

### Opti-ELF-WMF temporarily decreases the mitochondrial ROS levels, mitochondrial mass, and mitochondrial membrane potential in cultured cells

To further dissect the effect of Opti-ELF-WMF on the mitochondria, mouse hepatocyte-derived AML12 cells were cultured under Opti-ELF-WMF for 1 to 24 h, and were stained with MitoSOX, MitoTracker Green, and TMRM to quantify the levels of mitochondrial superoxide, mitochondrial mass, and mitochondrial membrane potential, respectively. Opti-ELF-WMF most strongly decreased the level of mitochondrial superoxide at 1 h, mitochondrial mass at 3 h, and mitochondrial membrane potential at 6 h, and most strongly increased them at 12 h (Fig. 2a–c). At 24 h, the values reverted to normal levels. Thus, Opti-ELF-WMF suppressed the mitochondrial ETC activity at 1 h, which was likely to be followed by elimination and/or inactivation of a subset of mitochondria at 3 to 6 h. The mass and function of mitochondria were then increased at 12 h and returned to normal levels at 24 h. These time points were used for subsequent analyses.

**Fig. 2:**
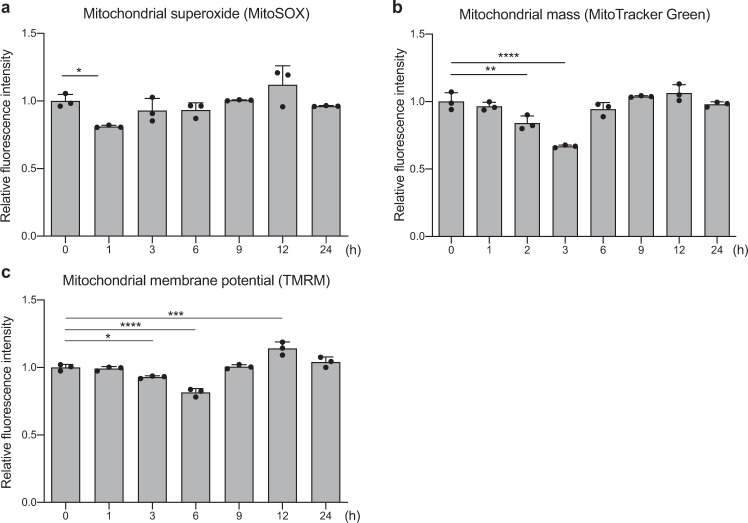
Opti-ELF-WMF temporarily decreased the levels of mitochondrial reactive oxygen species (ROS), mitochondrial mass, and mitochondrial membrane potential. **a** Mitochondrial ROS of mouse hepatocyte-derived AML12 cells exposed to Opti-ELF-WMF for 1 to 24 h was evaluated by MitoSOX. **b** Mitochondrial mass of AML12 cells exposed to Opti-ELF-WMF for 1 to 24 h was evaluated by MitoTracker Green. **c** Mitochondrial membrane potential of AML12 cells exposed to Opti-ELF-WMF for 1 to 24 h was evaluated by tetramethylrhodamine (TMRM). **a**–**c** Show mean ± SD, *n* = 3 culture dishes each; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 by one-way ANOVA followed by Dunnett’s post hoc test compared with the value at time 0.

### Optimal conditions of ELF-WMF for the reduction of the mitochondrial mass in cultured cells

Next, we analyzed the optimal conditions of ELF-WMF by measuring the mitochondrial mass at 3 h by changing the intensity, pulse width, and frequency of ELF-WMF. ELF-WMF, less than 10 µT, showed MF intensity-dependent reduction in the mitochondrial mass, but the effects were not enhanced when the MF intensity ranged from 10 to 200 µT (Supplementary Fig. 2a). However, compared to 10 µT, 300 µT ELF-WMF had a marginally reduced effect. ELF-WMF with pulse widths of 2, 4, and 8 ms reduced the mitochondrial mass, with a peak at 4 ms (Supplementary Fig. 2b). In contrast, ELF-WMF with pulse widths of 1 and 16 ms had no effect. The mitochondrial mass was reduced the most upon treatment with increasing frequencies of ELF-WMF (1, 2, 3, 4, 5, 6, 7, and 8 Hz for 1 s each) (Supplementary Fig. 2c). Static frequencies at 6 and 8 Hz had no effect. Similarly, changing the frequency profiles to 1–4 Hz for 1 s each or to 1–16 Hz for 1 s each had no effect.

As observed for AML12 cells (Fig. 2b, c), Opti-ELF-WMF first reduced the mitochondrial mass, and thereafter increased the mitochondrial membrane potential in Neuro2A, C2C12, human iPS, HEK293, and HeLa cells (Supplementary Table 2). Thus, the effects of Opti-ELF-WMF on mitochondria are unlikely to be cell line-specific.

### Decrease in the mitochondrial mass by Opti-ELF-WMF is accounted for by temporary decreases in the levels of mitochondrial ETC proteins and of outer membrane proteins

To identify the mitochondrial proteins that were decreased by the Opti-ELF-WMF exposure, we quantified the amounts of mitochondrial ETC proteins and VDAC1, which is an outer membrane protein, by Western blot analysis. Opti-ELF-WMF had no effect on the levels of the eight examined mitochondrial proteins at 1 h (Supplementary Fig. 3), but decreased them at 3 h (Fig. 3). At 12 h, the amounts of five proteins (NDUFB8, SDHB, UQCRC2, MTCO1, and VDAC1) were restored to their basal levels, and those of three proteins (ATP5A, NDUFS1, and UQCRFS1) were increased compared to their basal levels. Taken together, Opti-ELF-WMF decreased the levels of all the examined mitochondrial proteins at 3 h, which was consistent with the decreased mitochondrial mass at 3 h after exposure (Fig. 2b). The levels of mitochondrial proteins were restored to normal or higher than normal levels at 12 h.

**Fig. 3:**
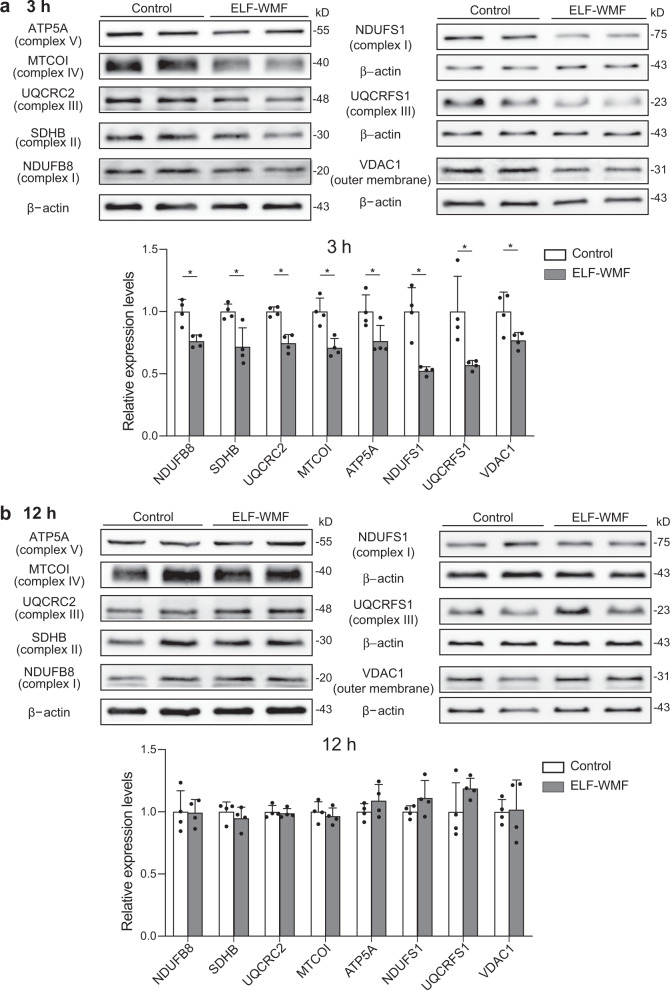
Temporary downregulation of the levels of mitochondrial proteins at 3 h and recovery or slight increase at 12 h in cells exposed to Opti-ELF-WMF. Representative duplicates of Western blot analysis of mitochondrial oxidative phosphorylation proteins, as well as of a mitochondrial outer membrane protein, VDAC1, in AML12 cells are shown at 3 h (**a**) and 12 h (**b**) exposure to Opti-ELF-WMF (mean ± SD, *n* = 4 culture dishes each; *q < 0.05, and **q < 0.01 by multiple Student’s *t*-tests). See also Fig. S3.

### Opti-ELF-WMF induces mitophagy

Mitophagy is an autophagic mechanism in the mitochondrial quality assurance system that eliminates damaged mitochondria. We investigated whether mitophagy is activated by Opti-ELF-WMF. We first examined the expression levels of mitophagy-related proteins, PINK1 and LC3-II, in whole cell lysates of AML12 cells. PINK1 triggers mitophagy, whereas LC3-II is an effector that eliminates the mitochondria. The amount of PINK1 gradually increased until 90 min and gradually decreased thereafter upon exposure to Opti-ELF-WMF (Fig. 4a). Similarly, the amount of LC3-II gradually increased until 120 min and gradually decreased thereafter (Fig. 4a). These results indicated that the decrease in mitochondrial mass by Opti-ELF-WMF was likely due to the activation of mitophagy.

**Fig. 4:**
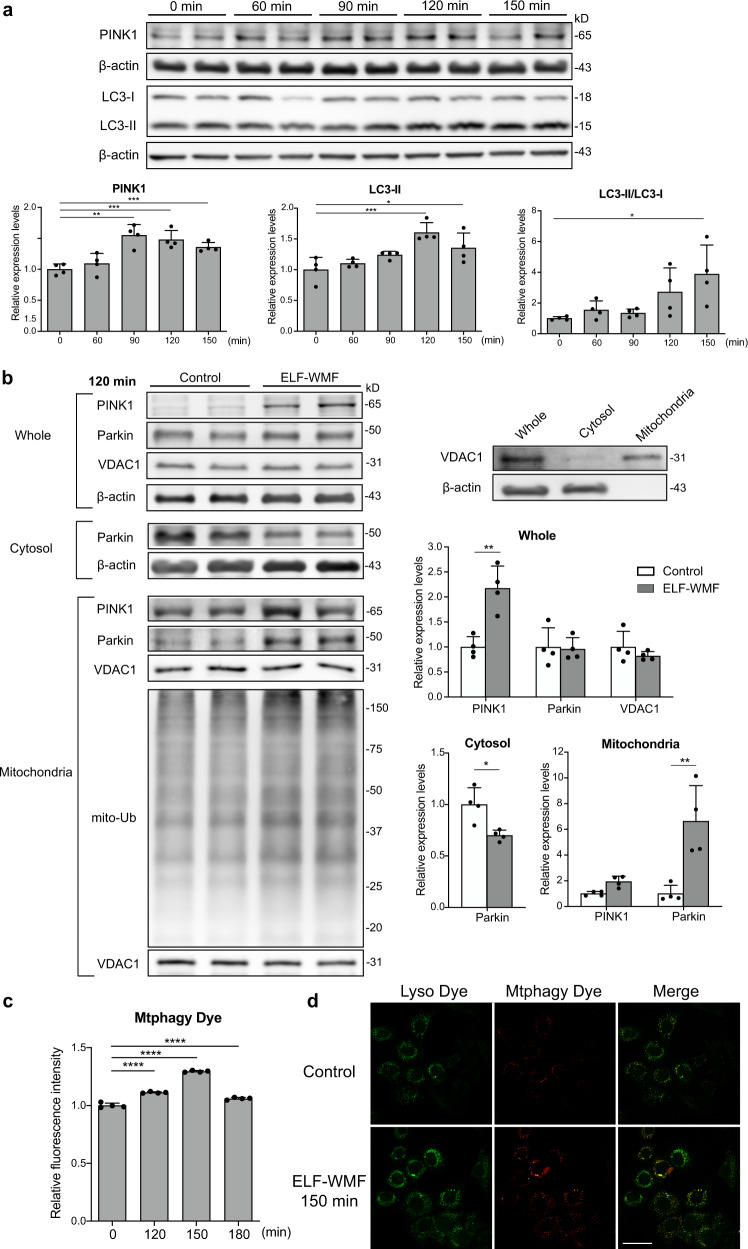
Opti-ELF-WMF induced mitophagy. **a** AML12 cells were exposed to Opti-ELF-MF for up to 150 min. The levels of PINK1 and LC3-II were evaluated by Western blot analysis (mean ± SD, *n* = 4 culture dishes each; *p < 0.05, **p < 0.01, and ***p < 0.001 by one-way ANOVA followed by Dunnett’s post hoc test compared with the value at time 0). **b** Western blot analysis of β-actin and VDAC1 in whole, cytosolic, and mitochondrial fractions of AML12 cells to indicate the purity of each fraction. Representative duplicated Western blot analysis for parkin and PINK1 in whole cell lysates, a cytosolic fraction, and a mitochondrial fraction, as well as for ubiquitination in a mitochondrial fraction of AML12 cells exposed to Opti-ELF-WMF for 120 min (mean ± SD, *n* = 4 culture dishes each; *q < 0.05 and **q < 0.01 by multiple Student’s *t*-tests). **c** Mitophagy was evaluated using Mtphagy Dye in AML12 cells exposed to Opti-ELF-WMF for up to 180 min (mean ± SD, *n* = 4 culture dishes each; ****p < 0.0001 by one-way ANOVA followed by Dunnett’s posthoc test compared with the value at time 0). **d** Representative confocal images showing colocalization of mitochondria, detected by Mtphagy Dye, and lysosomes, detected by Lyso Dye, in AML12 cells exposed to Opti-ELF-WMF for 150 min. Scale bar, 50 µm. See also Fig. S4.

Next, we isolated the mitochondrial and cytosolic fractions of AML12 cells, and examined the purity by immunoblotting of β-actin and VDAC1, respectively (Fig. 4b). We evaluated the expression levels of PINK1 and parkin, and mitochondrial ubiquitination at 120 min in the mitochondrial and cytosolic fractions. PINK1 and parkin translocate from the cytosol to the mitochondria, and ubiquitinate mitochondrial proteins. Opti-ELF-WMF increased the level of parkin in the mitochondria, but had no effect in the whole cells (Fig. 4b). In contrast, Opti-ELF-WMF increased the levels of PINK1 in both mitochondria and whole cells (Fig. 4b). We also found that Opti-ELW-WMF induced the ubiquitination of mitochondrial proteins (Fig. 4b). These results indicated that Opti-ELF-WMF accumulated PINK1 and parkin in the mitochondria, and induced mitochondrial ubiquitination. To detect the mitochondria in the lysosomes, we used the Mtphagy Dye that fluoresces with decreasing pH around mitochondria. The fluorescence intensity of the Mtphagy Dye peaked at 150 min (Fig. 4c). We also confirmed the colocalization of mitochondria and lysosomes at 150 min by confocal microscopy (Fig. 4d).

To further confirm the effect of PINK1 on Opti-ELF-WMF-induced mitophagy, we examined the mitochondrial mass and the amounts of ATP5A and VDAC1 in PINK1-knocked out (KO) HeLa cells^22^. As expected, exposure of PINK1-KO HeLa cells to Opti-ELF-WMF failed to reduce the mitochondrial mass (Supplementary Fig. 4a), or the levels of mitochondrial proteins (Supplementary Fig. 4b).

### PGC-1α expression is upregulated for mitochondrial biogenesis after mitophagy

PGC-1α is a key player in mitochondrial biogenesis. PPARα and TFAM are regulated by PGC-1α, and are effectors of mitochondrial biogenesis and metabolism. Thus, we examined whether the recovery of mitochondrial mass was mediated by PGC-1α, TFAM, and PPARα. We observed that Opti-ELF-WMF increased the expression of these proteins at 12 h (Fig. 5), indicating that PGC-1α-mediated mitochondrial biogenesis was activated after mitophagy to rejuvenate mitochondria.

**Fig. 5:**
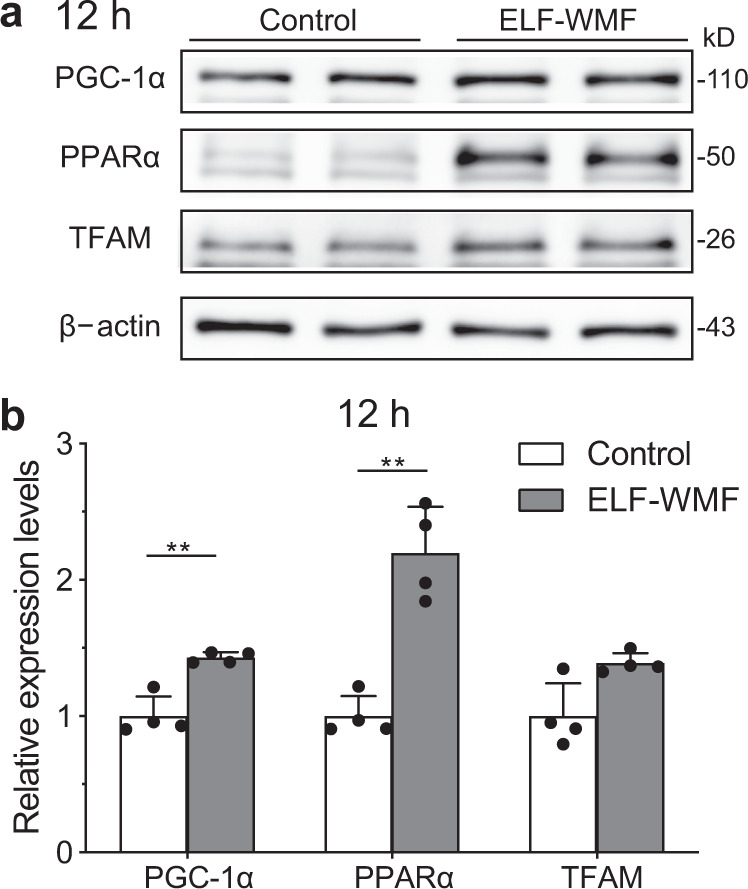
Opti-ELF-WMF induced mitochondrial biogenesis. **a** Representative duplicates of Western blot analysis are shown. **b** Densitometric analysis of Western blots (mean ± SD, *n* = 4 culture dishes each; *q < 0.05 and **q < 0.01 by multiple Student’s *t*-tests).

### Opti-ELF-WMF suppresses the enzymatic activity of ETC complex II in vitro

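RNA-seq of AML12 cells, a hepatocyte line derived from the liver of a mouse, compared 4 control dishes with 4 dishes exposed to Opti-ELF-WMF for 1 h. The stimulus was a 10 µT magnetic field (100 mG in the sample labels) with a 4 ms pulse width and pulse frequencies rising from 1 to 8 Hz. Libraries were made from mRNA with a stranded kit that selects poly(A) RNA. The authors deposited 1 table per dish, holding a TPM value for each of 55401 genes. TPM, a measure of transcript abundance, divides the reads of a gene by its length and scales every sample to the same total, so the values keep no sequencing depth, the depth of each library is unknown, and a large fall in abundant transcripts raises all the others. The paper's text names no aligner, quantifier, genome build or annotation for the tables. Between 19386 and 20114 genes had a TPM above 0 in each sample, with a median of 19779.5 in control dishes and 19632 in exposed dishes. Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, lay between 0.9907 and 0.9940 for pairs of dishes of the same condition and between 0.9907 and 0.9941 for pairs of different conditions, and no 2 dishes shared more than 3.79% of their values among genes above 0 in either dish, so each dish was counted as a separate sample. Genes with a TPM of at least 1 in at least 4 samples were tested, which left 12122 genes. Their log2(TPM + 1) values were compared with limma, and fold changes are given on that scale, which understates the change of genes with low values. Gene sets were ranked by GSEA's signal-to-noise ratio computed on the deposited TPM. The GO sets of Table 1 were not used here. In their place stood a list of structural subunits of the ETC complexes, written before the values were examined, and the Reactome sets for mouse. Gene positions are those of GENCODE M21 on GRCm38.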

We conducted RNA-sequence (RNA-seq) analysis along with gene set enrichment analysis (GSEA) using AML12 cells exposed to Opti-ELF-WMF for 1 h. 

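The structural subunits of ETC complexes I to IV comprised 77 listed genes, of which 74 were abundant enough to test. Ranked by the signal-to-noise ratio, these genes had a normalized enrichment score of -1.94 toward lower expression after 1 h of Opti-ELF-WMF (p = 0.000119, gene-set permutation). The choice that moved this score most was restricting the list to nucleus-encoded subunits, which gave 1.43, toward higher expression (p = 0.0385, gene-set permutation). Adjusted over 7 groups of subunits by Benjamini-Hochberg, that p-value was 0.0674. With the ranking made on log2 values the score was -1.002 (p = 0.454, gene-set permutation), and when the 8 sample labels were permuted in place of the genes, the score had p = 0.0571. Among 626 Reactome sets, 3 were lower and 131 higher with a q-value under 0.05. After median-of-ratios scaling 3 were lower and 43 higher, with limma's statistic as the ranking 1 lower and 281 higher, and with camera 0 and 0. The 3 lower sets were respiratory electron transport with ATP synthesis and uncoupling (score -1.96, q = 0.00065), respiratory electron transport (-1.97, q = 0.00197), and the citric acid cycle with respiratory electron transport (-1.66, q = 0.00952). All 3 include respiratory electron transport by name, so they are not separate pathways. The respiratory electron transport set held 11 mitochondria-encoded genes. The citric acid cycle set on its own, of 18 genes, was higher (1.84, q = 0.019). The 3 higher sets with the smallest p-values were cell cycle, mitotic cell cycle and M phase. With the dish as the unit of replication, the mean log2(TPM + 1) of the 74 genes was 8.13 ± 0.01 (SD, n = 4) in control dishes and 8.11 ± 0.02 (SD, n = 4) in exposed dishes. The difference was -0.02, and control and exposed dishes overlapped (p = 0.143, two-sided exact permutation test over 70 assignments). The smallest p-value that 4 dishes against 4 allow is 0.0286. Same-numbered dishes did not deviate together (mean correlation of their deviations across genes -0.0126). With the replicate number as a block, the difference was the same with p = 0.25 by an exact sign-flip test, which cannot go below 0.125, and the score from limma's statistic was -1.64 (p = 0.00198, gene-set permutation). No gene of the 12122 had an adjusted p-value under 0.05 by limma with Benjamini-Hochberg adjustment, with or without the block, and 1894 had an unadjusted p-value under 0.05. Adjusted over the 74 ETC genes alone, 11 had an adjusted p-value under 0.05, of which 9 were lower and 2 higher, and the block gave 13.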

We found that Opti-ELF-WMF reduced the expression of mitochondrial ETC genes (Table 1). Thus, suppression of mitochondrial ETC genes is likely to be a key factor in the triggering of mitophagy by Opti-ELF-WMF.

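The 9 lower genes were all encoded by mitochondrial DNA. The mean log2(TPM + 1) of the 13 mitochondria-encoded subunits was 11.65 ± 0.02 (SD, n = 4) in control dishes and 11.26 ± 0.10 (SD, n = 4) in exposed dishes. Every exposed dish lay below every control dish (difference -0.39, exact permutation p = 0.0286, and 0.1 after Benjamini-Hochberg adjustment over 7 groups of subunits). With 4 dishes per condition this adjusted value can go under 0.05 only where at least 5 of the 7 groups reach 0.0286 together. The enrichment score of these genes was -2.48 (adjusted p = 7e-10, gene-set permutation), and camera, which permutes neither genes nor dishes, gave p = 0.00218 toward lower expression. All 13 genes were lower, by -0.27 to -0.64 on the log2 scale, and in 9 of them the dishes of the 2 conditions did not overlap. Chance gives this for 2.86% of genes, and 1196 of the 12122 tested genes showed it. mt-Co1, which lies on chromosome M from 5328 to 6872 and encodes a subunit of complex IV, had a TPM of 14593 ± 320 (SD, n = 4) in control dishes and 11443 ± 981 (SD, n = 4) in exposed dishes, a log2 fold change of -0.35 (standard error 0.06, adjusted p = 0.122 over all genes and 0.00363 over the ETC list, limma). With each dish left out in turn it stayed between -0.39 and -0.30. The next smallest p-values among lower ETC genes belonged to mt-Cytb, mt-Nd2, mt-Nd5 and mt-Nd4. Reads of several mitochondrial genes are shared with near-identical copies on chromosome 1, such as Gm28661, whose sequence from 24614885 to 24615565 is 100% identical to mt-Co2. The values of mt-Co1, mt-Co2, mt-Co3, mt-Atp6, mt-Nd3, mt-Nd4 and mt-Nd4l are therefore uncertain, to differing degrees. For mt-Nd4 the copy had a mean TPM of 10.8 against 4075, and adding it left the log2 fold change at -0.37. Other genes were more affected. For mt-Co2 the copy Gm28661 had a mean TPM of 13363 against 656. Adding the copies of mt-Co1 moved its log2 fold change from -0.35 to -0.31. With all copies added, the mean difference of the 13 genes was -0.35. Together the mitochondrial genes held 8.94% ± 0.34 (SD, n = 4) of TPM in control dishes and 7.04% ± 0.76 (SD, n = 4) in exposed dishes (exact permutation p = 0.0286).

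**Figure D1:**
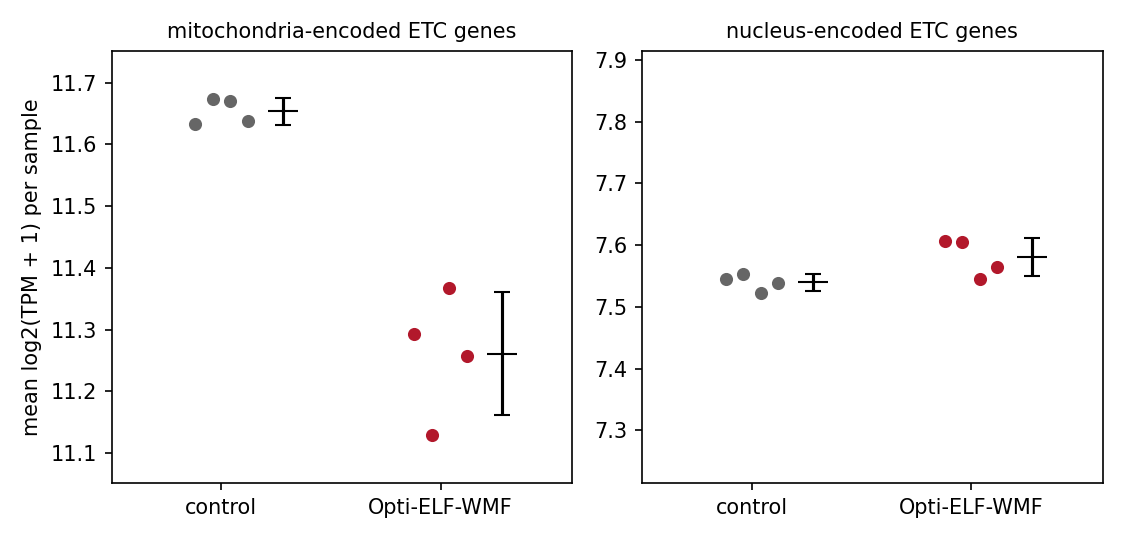
Mean log2(TPM + 1) of the ETC genes in each dish, mitochondria-encoded on the left and nucleus-encoded on the right, on axes of equal span. Points are dishes and bars are the mean and SD of 4 dishes. Mitochondria-encoded means lie between 11.63 and 11.67 in control dishes and between 11.13 and 11.37 in exposed dishes.

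The 63 nucleus-encoded subunits of complexes I to IV moved the other way, from 7.54 ± 0.01 (SD, n = 4) to 7.58 ± 0.03 (SD, n = 4). The difference was 0.04, and control and exposed dishes overlapped (exact permutation p = 0.0857). It was 0.01 after median-of-ratios scaling and -0.01 when TPM was rescaled without mitochondrial genes and their nuclear copies. Of these genes, 47 were higher and 16 lower. Their enrichment score was 1.43 (adjusted p = 0.0674, gene-set permutation). Ranked by limma's statistic, a choice made after the data were examined, it was 1.76 (adjusted p = 0.0011, gene-set permutation). After median-of-ratios scaling it was 1.01 (adjusted p = 0.425, gene-set permutation). For whole complexes, mitochondria-encoded subunits included, the mean difference was -0.04 for complex I, 0.12 for complex II, 0.02 for complex III, -0.05 for complex IV and 0.00 for complex V, with adjusted exact permutation p-values of 0.1 or more, under the same limit. The enrichment scores of complexes I (-1.98, adjusted p = 0.000734) and IV (-1.76, adjusted p = 0.0112) were under 0.05 by gene-set permutation. Without the mitochondria-encoded subunits the mean difference was 0.037 for complex I, 0.056 for complex III, 0.017 for complex IV and 0.047 for complex V (adjusted exact permutation p from 0.1 to 0.314), and the enrichment scores of complexes I (1.37) and IV (-0.54) had adjusted p-values of 0.134 and 0.966 by gene-set permutation. The signs for whole complexes III and V turned negative under each of the 3 other scalings, which lowered the median change of all tested genes from 0.026 to between -0.019 and -0.0013, a shift larger than these 2 differences, so the turn is that of genes in general. When TPM was rescaled as above, whole complexes I, III, IV and V were lower with an adjusted exact permutation p of 0.04, and without their mitochondria-encoded subunits the smallest adjusted exact permutation p was 0.2. The 4 subunits of complex II are all nucleus-encoded. Sdhc, on chromosome 1 from 171127165 to 171150603, rose from a TPM of 89.1 ± 4.2 (SD, n = 4) to 103 ± 5.6 (SD, n = 4), a log2 fold change of 0.21 (standard error 0.05, adjusted p = 0.122 over all genes and 0.00873 over the ETC list, limma). Uqcrc2 of complex III was the other higher gene (log2 fold change 0.10, adjusted p = 0.0161 over the ETC list, limma).

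**Figure D2:**
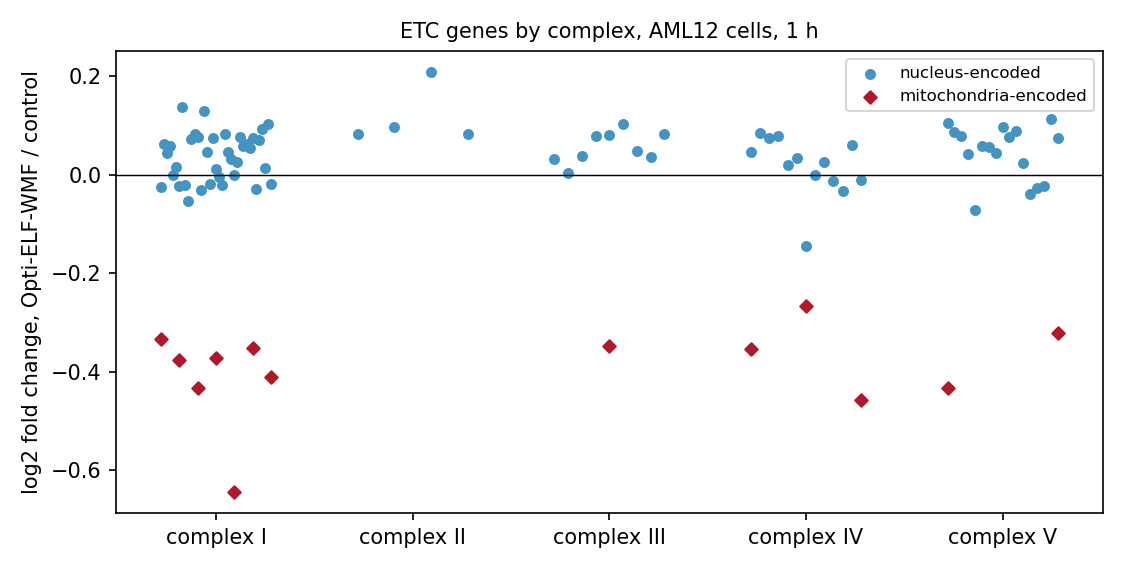
Log2 fold change of each tested ETC gene, Opti-ELF-WMF against control, on the log2(TPM + 1) scale, by complex. Each point is 1 gene. Mitochondria-encoded genes (diamonds) lie between -0.64 and -0.27, and nucleus-encoded genes of complexes I to IV (circles) between -0.14 and 0.21.

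From the lower expression of ETC gene sets at 1 h (Table 1), the paper proposes that their suppression is a key factor by which Opti-ELF-WMF triggers mitophagy.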

**Table 1:** Gene Ontologies (GOs) suppressed by Opti-ELF-WMF in mouse hepatocyte-derived AML12 cells at 1 h by Gene Set Enrichment Analysis (GSEA).

GO name	Size	*p*-value	*q*-value
GO_NADH_DEHYDROGENASE_ACTIVITY	43	<1 × 10^−6^	0.0134
GO_RESPIRATORY_CHAIN_COMPLEX	73	<1 × 10^−6^	0.0265
GO_RESPIRASOME	86	<1 × 10^−6^	0.0317
GO_MITOCHONDRIAL_ELECTRON_TRANSPORT_NADH_TO_UBIQUINONE	52	<1 × 10^−6^	0.0387
GO_OXIDOREDUCTASE_ACTIVITY_ACTING_ON_NAD_P_H_QUINONE_OR_SIMILAR_COMPOUND_AS_ACCEPTOR	50	<1 × 10^−6^	0.0465
GO_ATP_SYNTHESIS_COUPLED_ELECTRON_TRANSPORT	90	<1 × 10^−6^	0.0492
GO_NADH_DEHYDROGENASE_COMPLEX	47	<1 × 10^−6^	0.0713
GO_RESPIRATORY_ELECTRON_TRANSPORT_CHAIN	106	<1 × 10^−6^	0.1468
GO_OXIDATIVE_PHOSPHORYLATION	132	<1 × 10^−6^	0.1661

To capture the initial event activated by Opti-ELF-WMF, we examined the direct effects of Opti-ELF-WMF on the enzymatic activities of mitochondrial ETC complexes I, II, III, and IV in mouse liver homogenates that were exposed to Opti-ELF-WMF for 8 min in vitro. The enzymatic activity of ETC complex II was reduced to 88% by Opti-ELF-WMF, whereas the activities of the other ETC complexes (I, III, and IV) remained unchanged (Fig. 6a). Mitochondrial ETC complex II is comprised of four succinate dehydrogenase (SDH) subunits: SDHA, SDHB, SDHC, and SDHD (Fig. 6e). To further dissect the effect of Opti-ELF-WMF on ETC complex II, we quantified the enzymatic activities of succinate:quinone reductase (SQR), succinate cytochrome *c* reductase (SCR), SDH, and SDHA in the mitochondria isolated from mouse liver homogenates exposed to Opti-ELF-WMF for 8 min. The activities of SQR, SCR, SDH, and SDHA decreased to 85%, 85%, 90%, and 95%, respectively (Fig. 6b). Thus, ELF was likely to suppress all the four subunits of mitochondrial ETC complex II. We also examined the expression of SDHA, SDHB, SDHC, and SDHD under Opti-ELF-WMF and did not find any change in the expression levels of these subunits at 1 h after exposure (Supplementary Fig. 5).

**Fig. 6:**
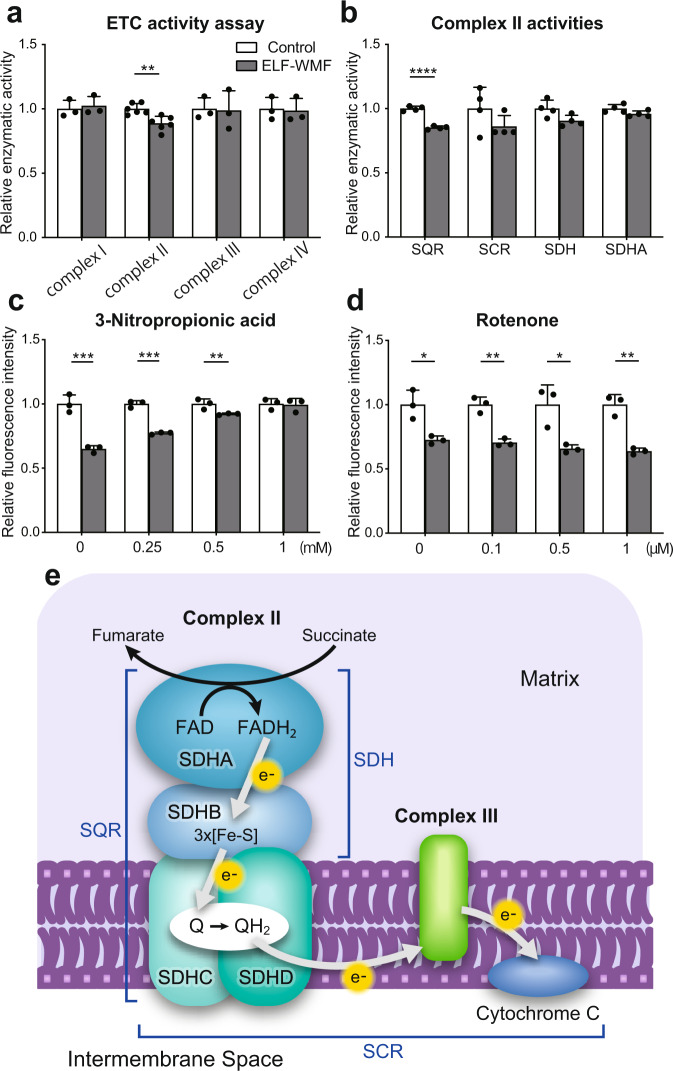
Opti-ELF-WMF suppressed the activities of the mitochondrial electron transport chain (ETC) complex II. **a** Relative enzymatic activities of mitochondrial ETC complex I, II, III, and IV of mouse liver homogenates exposed to Opti-ELF-WMF in vitro for 8 min (mean ± SD, *n* = 3 to 6 mice each; **q < 0.01 by multiple Student’s *t*-tests). **b** Fractional and extended ETC complex II activities (succinate:quinone reductase [SQR], succinate-cytochrome *c* reductase [SCR], succinate dehydrogenase [SDH], succinate dehydrogenase flavoprotein subunit [SDHA]) of isolated mitochondria exposed to Opti-ELF-WMF in vitro for 8 min (mean ± SD, *n* = 4 mice each; ****q < 0.0001 by multiple Student’s *t*-tests). See **e** for a schematic of the fractional enzymatic activities. **c** Mitochondrial mass (MitoTracker Green) of AML12 cells treated with variable concentrations of a mitochondrial ETC complex II inhibitor, 3-nitropropionic acid, exposed to Opti-ELF-WMF *in cellulo* (mean ± SD, *n* = 3 culture dishes each; **q < 0.01 and ***q < 0.001 by multiple Student’s *t*-tests). **d** Mitochondrial mass (MitoTracker Green) of AML12 cells treated with variable concentrations of a mitochondrial ETC complex I inhibitor, rotenone, exposed to Opti-ELF-WMF *in cellulo* (mean ± SD, *n* = 3 culture dishes each; *q < 0.05, and **q < 0.01 by multiple Student^’^s *t*-tests). **e** Schematic to indicate the fractional and extended enzymatic activities of mitochondrial ETC complex II measured in **b**. Complex II is composed of SDHA, SDHB, SDHC, and SDHD. See also Fig. S5.

To examine whether mitophagy by Opti-ELF-WMF was indeed due to the suppression of mitochondrial ETC complex II, AML12 cells were incubated with either 3-nitropropionic acid (3-NP), an ETC complex II inhibitor, or rotenone, an ETC complex I inhibitor, for 12 h. The cells were then exposed to Opti-ELF-WMF for 3 h. Inhibition of ETC complex II by 3-NP negated the reduction in the mitochondrial mass induced by Opti-ELF-WMF (Fig. 6c). In contrast, inhibition of ETC complex I had no effect on the reduction in the mitochondrial mass induced by Opti-ELF-WMF (Fig. 6d). Taken together, Opti-ELF-WMF-mediated mitophagy requires electron flow through mitochondrial ETC complex II.

## Discussion

We found that Opti-ELF-WMF reduced the amount of mitochondria by ~30% (Fig. 2b) by inhibiting mitochondrial ETC complex II by ~15% (Fig. 6a). This subsequently induced mitophagy (Fig. 4) to eliminate damaged mitochondria, and later activated mitochondrial biogenesis (Fig. 5) to increase mitochondrial membrane potential (Fig. 2c). To examine the long-term effects of Opti-ELF-WMF, we exposed wild-type mice to Opti-ELF-WMF for 4 weeks, and observed increased mitochondrial membrane potential in the mouse liver by ~40% (Fig. 1b). Mitochondrial ETC complex II is comprised of four subunits, and Opti-ELF-WMF suppressed the activities of all the four subunits. The optimal conditions for ELF-WMF exposure to suppress the mitochondrial ETC activities were 1–8 Hz serial pulses for every 1 s, 10 µT magnetic field, and 4 ms pulse width, which are referred to as Opti-ELF-WMF in this communication. We previously reported that Opti-ELF-WMF most efficiently decreased the hysteresis of the electronic resistance of modified Ringer’s solution as a function of temperature^20,21^. We have shown the effects of Opti-ELF-WMF on multiple cultured cells and wild-type mice for the first time. We found that the conditions of Opti-ELF-WMF exhibited the maximum effect on the reduction in the mitochondrial mass (Supplementary Fig. 2). The modifications of the pulse widths (Supplementary Fig. 2b) and the frequency profiles (Supplementary Fig. 2c) markedly attenuated the effects of ELF-WMF on the mitochondrial mass. As the conditions of Opti-ELF-WMF exerted the maximum effects on the hysteresis of electronic resistance of modified Ringer’s solution in vitro and on the reduction of mitochondrial mass in vivo, the identity of the molecular target of Opti-ELF-WMF on ETC complex II subunits may share a feature similar to that of modified Ringer’s solution.

The effects of magnetic fields on cultured cells, animal models, and humans have been reported mostly using static magnetic fields (SMFs) and radio frequency magnetic fields (RF-MF)^6,23,24^. Similarly, the effects of ELF-MF with static frequencies have also been reported^6,25^, but the effect of ELF-MF with time-varying frequencies has not been reported. In addition, the intensities of SMF, RF-MF, and ELF-MF were mostly greater than 1 mT and were rarely less than 100 μT. In contrast, Opti-ELF-WMF had an MF intensity of 10 µT. According to the guidelines for limiting exposure to time-varying electric and magnetic fields by the International Commission on Non-Ionizing Radiation Protection (ICNIRP)^26^, the intensities of time-varying MF acceptable for occupational exposure increase with decreasing frequencies. For example, MF intensities of 1 mT and lower are safe at less than 300 Hz. Adverse effects with higher MF intensities include induction of magnetic phosphenes by 5 mT ELF-MFs at 20 Hz^27^; gross external, visceral, or skeletal malformations by 20 mT LF-MF^28,29^; and genotoxicity to cells by 50 mT LF-MF^30^. Because beneficial biological effects are sometimes inevitably accompanied by adverse effects, it is reasonable that biological effects of all the modalities of MF have been studied mostly with 1 mT or higher intensities.

Previous studies have shown that SMF, RF-MF, and ELF-MF increase, decrease, or have no effect on the levels of ROS in cultured cells and animal models^6^. In an SMF study, 200 μT decreased and 500 μT increased a surrogate marker of ROS, which suggested MF intensity-dependent changes in the levels of ROS^31^. We showed that ELF-WMF decreased the mitochondrial ROS level to 81% at 1 h and increased it to 114% at 12 h (Fig. 2c). The inconsistent effects of MF on the levels of ROS in previous reports may be partly accounted for by the temporal profiles of ROS levels.

We demonstrate that the target of Opti-ELF-WMF is the mitochondrial ETC complex II (Fig. 6a, b), but the underlying molecular mechanisms remain to be elucidated. Two models are proposed for the effect of WMF: the ion cyclotron resonance (ICR) effect as the classical mechanism^32,33^ and the radical pair model as the quantum mechanism^34,35^. The radical pair model has been applied to the magnetic effect for cryptochrome (Cry). A magnetoreceptor protein (MagR) bound with Cry is also identified, which conducts a nanoscale magnetoreception in many organisms including mammals^36^. The Cry/MagR complex serves as a biocompass in these animals. The mitochondrial ETC complex II and Cry/MagR complex share the same components: flavin adenine dinucleotide (FAD) and iron–sulfur clusters. As mitochondrial ETC complexes I, II, and III have 8, 3, and 1 iron–sulfur clusters, respectively, FAD alone or a combination of FAD and iron–sulfur clusters may account for the effects of ELF-WMF. A moiety in the mitochondrial ETC complex II that is targeted by Opti-ELF-WMF may reside in a structure shared with the Cry/MagR complex.

We show that Opti-ELF-WMF induced mitophagy, followed by upregulation of the mitochondrial ETC activity. Similar to our observation, chemical inhibition of mitochondrial ETC complex II potentially provides neuroprotection by inducing autophagy in cultured neuronal cells^37^. Opti-ELF-WMF may be applicable to human diseases, in which amelioration of compromised mitophagy and enhancement of normal mitophagy would be beneficial.

Repetitive transcranial magnetic stimulation (rTMS) is approved by FDA for treating depression, migraine, and compulsive disorder. Similarly, according to the guidelines of evidence-based medicine for rTMS, level A evidence indicating definite efficacy is reached for depression and stroke-associated motor deficits^38,39^. In addition, level B evidence indicating probable efficacy is reached for Parkinson’s disease, multiple sclerosis, fibromyalgia, aphasia, and post-traumatic stress disorder. Although the therapeutc mechanisms of rTMS remain mostly elusive, rTMS preserves mitochondrial membrane integrity in a rat model of ischemic stroke^40^ and decreases oxidative stress in a rat model of autoimmune encephalomyelitis^41^. If rTMS and Opti-ELF-WMF share similar mechanisms, Opti-ELF-WMF may serve as a safe alternative to rTMS, in which the magnetic intensities up to 3.0 T potentially induce epilepsy and distressing sensation by stimulating the nerve and muscle^42,43^.

We demonstrated that Opti-ELF-WMF induced mitophagy by inhibiting the mitochondrial ETC complex II activity, which was followed by hormetic facilitation of the mitochondrial ETC activity. We evaluated the effects under continuous exposure to Opti-ELF-WMF. However, discontinuation of the exposure or intermittent exposure might have exerted more effects. The temporal profile of Opti-ELF-WMF might be able to be optimized in the future.

## Methods

### The ELF-WMF device

The ELF-WMF device was manufactured by Mr. Kota Okada at the Technical Center of Nagoya University, Japan. The device had a round coil (1 cm height, 10.5 cm inner diameter, and 10.7 cm outer diameter, 50 turns of copper wire of 0.29 mm diameter). The current controller could generate the pulse width from 1 to 16 ms, magnetic flux intensity from 0 to 300 µT, and the pulse frequency from 1 to 16 Hz. We used a 10 µT magnetic field of 4 ms pulse width with increasing frequencies of 1, 2, 3, 4, 5, 6, 7, and 8 Hz in 8 s (Opti-ELF-WMF), unless indicated otherwise. This condition minimizes the hysteresis of the electronic resistance of modifid Ringer’s solution^20,21^. Before and after each experiment, we confirmed the intensity of the magnetic flux using a pulse magnetic field meter (Aichi Micro Intelligent). To reduce the effects of electromagnetic fields generated by an incubator that had small motors at the top and the bottom of the device, as well as by the geomagnetic field, two 5-mm thick copper plates were placed above and below the culture dish in a humidified incubator with 5% CO_2_ at 37 °C (Supplementary Fig. 1a). The culture dish was placed directly on the coil, and the coil was placed 4 cm above the bottom copper plate. The two copper plates reduced the SMF at the culture dish in the incubator from 28 to 14 µT. Control cells were prepared simultaneously with ELF-WMF-stimulated cells from a single batch of cultured cells, and were analyzed in parallel in an identical setup to ELF-WMF-stimulated cells in another incubator of the same model, but with the ELF-WMF stimulator turned off. We confirmed that the application of the ELF-WMF stimulus of 300 µT for 24 h did not change the temperature of the culture medium in a 10 cm culture dish placed above the coil by a digital thermometer at 0.1 °C resolution (SN3000, Netsuken).

### Exposure of wild-type mice to Opti-ELF-WMF

All the studies on mice were approved by the Animal Care and Use Committee of Nagoya University, and were conducted in accordance with the relevant guidelines. Seven-week-old C57BL6/N male mice were purchased from Japan SLC. Two Opti-ELF-WMF devices were placed in tandem beneath the mouse cage (Supplementary Fig. 1c). The intensities of magnetic fields, to which the mouse body was exposed, were from 5.3 to 14.2 µT above the coil (Supplementary Fig. 1d). Four to five mice were housed in a single cage for 4 weeks, and a total of 14 mice were analyzed for each of the Opti-ELF-WMF and control groups. For the control group, the cage was placed above the Opti-ELF-WMF device, but the switch was turned off. To evaluate the effect of Opti-ELF-WMF in a conventional environment, we did not use 5 mm thick copper plates in the mouse study.

### Test for open-field locomotor activity in mice

Open-field locomotor activity was evaluated using a photometric actimeter (45 cm × 45 cm, IR Actimeter, Panlab). Fast and slow movements were monitored with a grid of infrared beams every 30 min for 24 h and were used as indices for locomotor activity. Eight mice were individually acclimated to the open-field locomotor activity test for 24 h. The mice were divided into two groups so that the average locomotive activities became similar between the two groups. To examine the effects of Opti-ELF-WMF on the locomotor activity in mice, fast and slow movements were measured before (week 0) and after (week 4) exposure. All data were collected using the SEDACOM software (Panlab). Each mouse was tested individually and had no contact with other mice.

### Isolation of mitochondria from the mouse liver

For the TMRM assay and the measurement of basal OCR, fresh mitochondria isolated from the mouse liver were examined, as described previously^44^. Briefly, a piece of liver was rinsed, minced, and disrupted in a mitochondrial isolation buffer (70 mM sucrose [Wako], 210 mM mannitol [Sigma], 5 mM HEPES [Dojindo], 1 mM EGTA [Sigma], and 0.5% [w/v] fatty acid-free BSA [Sigma], pH7.2) using a homogenizer. The homogenate was centrifuged at 800 × *g* for 10 min at 4 °C. The supernatant was then centrifuged at 8000 × *g* for 10 min at 4 °C. The pellet was suspended in the mitochondrial isolation buffer to obtain the mitochondrial fraction.

### TMRM assay of the isolated mitochondria

The mitochondrial membrane potential of isolated mitochondria was analyzed using Tetramethylrhodamine, Methyl Ester, Perchlorate (TMRM) (T668, Thermo Scientific), following the procedure using a flow cytometer as described previously^45^. Briefly, the fresh isolated mitochondria were incubated with 100 nM TMRM in the mitochondrial isolation buffer for 30 min at 37 °C in a humidified incubator. The signal intensities of TMRM were quantified by FACSCalibur Flow Cytometer (BD Biosciences). Data were analyzed with CellQuest Pro (BD Biosciences).

### Measurement of basal OCR of the isolated mitochondria

The basal OCR of the isolated mitochondria (20 μg of mitochondrial proteins per well) isolated from the mouse liver was determined using the Seahorse XFp Extracellular Flux Analyzer (Agilent Technologies). The assay was conducted as described previously^46^.

### Cell culture

Mouse hepatocyte-derived AML12 cell line was purchased from ATCC and cultured in DMEM/F-12 medium (Gibco) with 10% fetal bovine serum (FBS, Thermo Scientific), dexamethasone (Wako), and insulin-transferrin-sodium selenite (Sigma). HeLa, HEK293, Neuro2a, and C2C12 cells were also purchased from ATCC, and were cultured in DMEM (Gibco) with 10% FBS. PINK1 KO HeLa cells were kindly provided by Dr. Richard J. Youle from the National Institute of Neurological Disorders and Stroke^22^, and were cultured in DMEM (Gibco) with 10% FBS. Human iPS cells were kindly provided by Dr. Toshiyuki Araki at the National Center of Neurology and Psychiatry, Japan, and were cultured on a plate coated with iMatrix-511 (892011, Takara Bio) in StemFit (AK02N, Ajinomoto) containing 125 ng/ml puromycin and 10 μM Y-27632 (030-24021, Wako Chemical). All cells were at ~60% confluency at 0 h of the Opti-ELF-WMF exposure, and did not reach 100% confluency in 24 h.

### MitoSOX, MitoTracker Green, and TMRM assays of cultured cells

AML12 cells exposed to Opti-ELF-WMF for the indicated time periods were washed with PBS. MitoSOX (M36008, Thermo Scientific) and MitoTracker Green (M7514, Thermo Scientific) were dissolved in Hank’s balanced salt solution (HBSS, Gibco) at 5 µM and 50 nM, respectively. TMRM was dissolved in the medium at 200 nM. Each dye was added to the cells and incubated for 30 min at 37 °C in a humidified incubator. The cells were then washed with PBS, trypsinized, resuspended in PBS, and harvested. Signal intensities of MitoSOX, MitoTracker Green, and TMRM were quantified by FACSCalibur Flow Cytometer (BD Biosciences) according to the manufacturer’s protocols. Data were analyzed with CellQuest Pro (BD Biosciences).

### Western blot analysis of cell lysates

Cultured cells or minced frozen mouse liver were lysed in PLC buffer containing 50 mM HEPES (pH 7.0), 150 mM NaCl, 10% glycerol, 1% TritonX-100, 1.5 mM MgCl_2_, 1 mM EGTA, 100 mM NaF, 10 mM sodium pyrophosphate, 1 μg/μl aprotinin, 1 μg/μl leupeptin, 1 μg/μl pepstatin A, and 1 mM PMSF. The cell lysates were rotated at 4 °C for 20 min and centrifuged at 17,900 × *g* at 4 °C for 15 min. The supernatant was incubated at 37 °C for 1 h to analyze the mitochondrial ETC complex proteins or at 95 °C for 5 min to analyze other proteins in the sample buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, 0.005% bromophenol blue, and 2% 2-mercaptoethanol). For LC3-II, the lysates were separated by Tricine-SDS-PAGE on a 16% polyacrylamide gel^47^. For the other proteins, the lysates were separated by Tris-SDS-PAGE on a 10, 12, or 14% SDS-polyacrylamide gel. The samples were then transferred to a polyvinylidene fluoride membrane (Immobilon-P, Millipore). Membranes were washed in Tris-buffered saline containing 0.05% Tween 20 (TBS-T) and blocked for 1 h at 24 °C in TBS-T with 5% skimmed milk. The membranes were then incubated overnight at 4 °C with specific antibodies, as indicated below. The membranes were washed with TBS-T and incubated with secondary anti-goat IgG (1:2000, sc-2094, Santa Cruz), anti-mouse IgG (1: 2000, LNA931V/AG, GE Healthcare), or anti-rabbit IgG (1: 2000, LNA934V/AE, GE Healthcare) antibody conjugated to horseradish peroxidase (HRP) for 1 h at 24 °C. Immunoreactive signals were detected with the ECL Western blotting detection reagents (GE Healthcare) and visualized using LAS 4000mini (GE Healthcare). Signal intensities were quantified using ImageQuant (GE Healthcare).

### Antibodies for Western blot analysis

The following specific antibodies were used for Western blot analysis: anti-UQCRFS1 (1:1000 dilution, ab14746, Abcam), anti-NDUFS1 (1:1000, ab169540, Abcam), anti-VDAC1 (1:3000, ab14734, Abcam), OXPHOS cocktail (1:1000, ab110413, Abcam), anti-LC3 (1:1000, ab51520, Abcam), anti-PINK1 (1:500, ab23707, Abcam), anti-parkin (1:500, #4211, Cell Signaling Technology), anti-ubiquitin (1:1000, P4D1, BioLegend), anti-PGC-1α (1:1000, ab106814, Abcam), anti-PPARα (1:1000, GTX101098, GeneTex), anti-TFAM (1:1000, GTX103231, GeneTex), anti-ATP5A (1:1000, ab14748, Abcam), anti-SDHA (1:1000, GTX101689, GeneTex), anti-SDHB (1:2000, GTX104628, GeneTex), anti-SDHC (1:500, ab155999, Abcam), and anti-SDHD (1:500, ab189945, Abcam) antibodies.

### Preparation of mitochondrial and cytosolic fractions of cultured cells

A mitochondria isolation kit (ab110170, Abcam) was used for the extraction of mitochondrial and cytosolic fractions according to the manufacturer’s protocols. After obtaining the mitochondrial fraction by centrifugation at 12,000 × *g* for 10 min at 4 °C, the supernatant was used as the cytosolic fraction.

### Detection of mitophagy in cultured cells

To detect mitophagy in AML12 cells, the Mitophagy Detection Kit (Dojindo Molecular Technologies) was used according to the manufacturer’s protocol. Briefly, Mtphagy Dye (Dojindo) dissolved in HBSS at 100 nM was added to the cells and incubated for 30 min at 37 °C in a humidified incubator. After incorporation of Mtphagy Dye into AML12 cells, the cells were exposed to Opti-ELF-WMF for 120, 150, and 180 min, washed with PBS, trypsinized, resuspended in PBS, and harvested. Signal intensities of Mtphagy Dye were quantified by BD FACSCalibur Flow Cytometer (BD Biosciences) according to the manufacturer’s protocols. Data were analyzed with CellQuest Pro (BD Biosciences). To visualize both mitophagy and lysosomes after exposure to Opti-ELF-WMF, Lyso Dye (Dojindo) dissolved in HBSS at 1 μM was also added to the cells and incubated for 30 min at 37 °C in a humidified incubator. Images were obtained using a confocal microscope TiE-A1R (Nikon).

### Enzyme assay for mitochondrial ETC complex (I, II, III, and IV) activities of the mouse liver homogenates

Mitochondrial ETC complex activities were measured using homogenates of the frozen liver excised from C57BL/6N mice. The ETC complex activity assay was performed as previously described^48^. Briefly, the protein concentration of each sample was measured using a Pierce 660 nm protein assay reagent. The ETC complex activities of complexes I, II, III, and IV were estimated by determining the rotenone-sensitive decrease in absorbance of NADH at 340 nm, the decrease in absorbance of 2, 6-dichlorophenolindophenol (DCPIP) at 600 nm, the increase in absorbance of reduced cytochrome *c* at 550 nm, and the decrease in absorbance of reduced cytochrome *c* at 550 nm, respectively, with NanoDrop ONE^C^ (Thermo Scientific). The ETC complex activities were measured in the liver homogenate of mice that were exposed to either Opti-ELF-WMF or control in vivo. Similarly, the ETC complex activities were measured in the mouse liver homogenates before and after exposure to Opti-ELF-WMF for 8 min in vitro.

### Enzyme assay for mitochondrial ETC complex II activity of the mitochondria isolated from the mouse liver

Mitochondria (10 μg protein) isolated from the liver of C57BL/6 N mice were used to measure the mitochondrial ETC complex II activities (Fig. 6e). Assays for measuring the fractional and extended mitochondrial ETC complex II activities of SQR, SCR, and SDH were performed as previously described^48,49^. The mitochondrial ETC complex II activities were quantified before and after exposure to Opti-ELF-WMF for 8 min *in cellulo*. The SQR, SCR, and SDH activities were measured by determining the decrease in absorbance of DCPIP at 600 nm, the increase in absorbance of reduced cytochrome *c* at 550 nm, and the decrease in absorbance of DCPIP at 600 nm, respectively, using NanoDrop ONE^C^ (Thermo Scientific). The SDHA activity was quantified by modifying a method used to measure the SDH (SDHA and SDHB) activity. For measuring the SDHA activity, 10 μg of sonicated mitochondrial fraction was resuspended in 35 mM phosphate buffer (pH 7.3) supplemented with 0.3 mM KCN (Wako), 10 μg/ml antimycin A (Sigma), 4 mM succinate (Wako), 1.6 mM phenazine methosulfate (PMS) (Sigma), and 40 μM DCPIP (Sigma). The SDHA activity was quantified before and after exposure to Opti-ELF-WMF for 8 min by determining the decrease in absorbance of DCPIP at 600 nm with NanoDrop ONE^c^ (Thermo Scientific).

### Measurement of mitochondrial mass in AML12 cells exposed to an inhibitor of mitochondrial ETC complex I or II

AML12 cells were cultured either with variable concentrations of rotenone (Tokyo Chemical Industry Co.), an inhibitor of mitochondrial ETC complex I, or 3-nitropropionic acid (Cayman Chemical), an inhibitor of mitochondrial ETC complex II, for 12 h. The cells were then exposed to Opti-ELF-WMF for 3 h. Mitochondrial mass was measured by MitoTracker Green, as described above.

### RNA-sequencing and GSEA of AML12 cells

Total RNA was extracted from AML12 cells exposed to OPTI-ELF-WMF for 1 h using QuickGene-Mini80 (Kurabo) according to the manufacturer’s instructions. The extracted RNA was subjected to RNA-seq at Macrogen, Japan. Briefly, a sequencing library was prepared using the TruSeq Stranded mRNA kit (Illumina), and the library was read on an Illumina NovaSeq 6000 (150 bp paired-end reads). GSEA was conducted with the GSEA v4.1.0 software for Windows (https://www.gsea-msigdb.org/gsea/downloads.jsp) using the RNA-seq dataset. RNA-seq data were deposited in the gene expression omnibus (GEO) with an accession number GSE166811.

### Statistics and reproducibility

All values are presented as the mean ± SD. Statistical significance was estimated either by *p*-value by Student’s *t*-test, *p*-value by one-way ANOVA followed by Dunnett’s posthoc test, or false discovery rate (*q*-value) of multiple Student’s *t*-tests. *P*-values and *q*-values less than 0.05 were considered statistically significant. The numbers of replicates are indicated in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Additional data related to this paper are available upon request to the authors. RNA-seq data were deposited in the Gene Expression Omnibus with an accession number GSE166811. The original, uncropped blot images can be found in Supplementary Fig. 6. Source data can be found in the Supplementary Data.

# Supplementary material for: Extremely low-frequency pulses of faint magnetic field induce mitophagy to rejuvenate mitochondria
**Source:** Commun Biol. 2022 May 12;5:453. doi: 10.1038/s42003-022-03389-7
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Not applicable.

Data analysis Not applicable.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We indicated in Materials and Methods that RNA-seq data were deposited in the Gene Expression Omnibus with an accession number GSE166811.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Sample size     | This report is an exploratory research with wild-type mice.                                                            |
| Data exclusions | No data were excluded from the analysis.                                                                               |
| Replication     | All the mouse studies were performed in 14 mice in each group. We indicated the number of mice for each figure legend. |
| Randomization   | Mice were randomly divided into the treated and untreated groups.                                                      |
| Blinding        | No subject measures were employed in the current studies, and experimental data were not blinded.                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------|
| Antibodies used | We showed identities of all antibodies in Materials and Methods.                             |
| Validation      | All antibodies were commercial products. Validation data were provided by the manufacturers. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                              |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | We used six mammalian cell lines, and their sources were indicated in Materials and Methods. |
| Authentication                                                       | We only used established cell lines.                                                         |
| Mycoplasma contamination                                             | We routinely examine the contamination by mycoplasma, and obtain negative results.           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | We confirmed that we did not use misidentified cell lines.                                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                  |
|--------------------|------------------------------------------------------------------|
| Laboratory animals | We described mouse strain, sex and age in Materials and Methods. |
|--------------------|------------------------------------------------------------------|

|                         |                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | Not applicable.                                                                                                                                   |
| Field-collected samples | Not applicable.                                                                                                                                   |
| Ethics oversight        | All animal studies were performed after approval by the Animal Care and Use Committee of Nagoya University. We also followed relevant guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                      |
|------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | We described how we prepared samples in Materials and Methods.                       |
| Instrument                                                                                                                                     | We showed the model name of the Flow Cytometry in Materials and Methods.             |
| Software                                                                                                                                       | We described the analysis software for Flow Cytometry data in Materials and Methods. |
| Cell population abundance                                                                                                                      | We counted more than 10,000 cells for each Flow Cytometry analysis.                  |
| Gating strategy                                                                                                                                | We filtered out dead cells and cellular debris.                                      |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

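RNA from 4 control dishes and 4 dishes of AML12 cells exposed to Opti-ELF-WMF for 1 h was sequenced by the authors on an Illumina NovaSeq after stranded mRNA library preparation. The authors deposited TPM values, 1 table of 55401 genes per dish. The paper's text does not name the aligner, quantifier, genome build or annotation behind the TPM values. TPM sums to 1000000 in each sample, so library sizes and the counting error of each value are unknown, and no interval or detection floor is given. The design had been written for read counts with a fallback for normalized values, and the fallback was used: limma on log2(TPM + 1).

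Genes were kept where TPM was at least 1 in at least 4 samples (12122 genes). Differences between conditions were tested with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, with Benjamini-Hochberg adjustment. GSEA was run with fgsea 1.28.0, weight 1, on genes ranked by the signal-to-noise ratio of TPM with the SD held to at least 0.2 times the mean, using gene-set permutation with a fixed seed. The smallest p-value fgsea was set to report is 1e-10. The ETC list held 96 subunits of complexes I to V, of which 3 were below the abundance limit (Cox4i2, Cox6a2 and Cox6b2). Reactome sets of 15 to 500 tested genes were matched through Entrez identifiers, of which 96.4% matched. Set means were compared by exact two-sided permutation over the 70 assignments of 8 samples, and adjusted over the 7 groups of subunits.

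Gene positions, lengths and GC content came from GENCODE M21 on GRCm38, which matched 55141 of the gene identifiers. Nuclear copies of mitochondrial genes were transcripts with at least 95% identity over at least 80% of their length by BLAST (11 genes). The pipeline was tested on simulated data drawn from the means and residual SDs of the real genes. Of 198 tested genes changed by 1 on the log2 scale, 97.5% had an adjusted p-value under 0.05, with 13 false calls among 12029 genes. Unchanged data of 12025 genes gave 0 calls with 646 unadjusted p-values under 0.05. The ETC changes here were smaller, from -0.64 to 0.21, so this recovery does not hold for single genes with such changes. Genes were drawn independently, so gene-set permutation was not checked for correlated genes.

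The text names genes by a rule set beforehand: every gene whose product the paper names, the 3 genes with the smallest p-value in each direction, the 5 ETC genes with the smallest p-value in each direction, and the 3 pathway sets with the smallest p-value in each direction. Not every gene the rule covers is reported here. The pairing of dishes by replicate number comes from the sample labels and is not described in the paper. Alternatives covered the pseudocount, the filter, the scaling, gene length and GC content, the ranking, the set definition, the replicate block and leaving out each dish. Count-based tests and count normalizations were not run, because the values are not counts. The GO sets of Table 1 were not used here. Alternatives and groups chosen after the data were examined are named in the closing section.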

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

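The tests of scaling and of other groupings below were fixed before their results were seen.

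In 4 of 86 groups of 4 dishes, 1 dish stood apart from the other 3 by Dixon's criterion, where chance gives about 4.3. The complex I mean of Opti-ELF-WMF replicate 1 was 7.84, against 7.79 in each of the others. Ppara was 6.21 TPM in the same dish, against 8.05 to 8.20. Cry1 was 18.73 TPM in Opti-ELF-WMF replicate 2, against 17.02 to 17.31. Gm15446 was 11.61 TPM in control replicate 2, against 5.18 to 5.84. The number of such dishes is what chance gives, and no explanation was tested.

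The paper lists the suppressed sets of genes. In the other direction, 131 Reactome sets were higher after exposure with a q-value under 0.05. After median-of-ratios scaling, 43 were, and camera, which allows for correlation between the genes of a set, called 0. The scaling of TPM is a candidate explanation for part of this number. Of the 8 splits that separate every same-numbered pair, 1, the real one, gave as many sets with a q-value under 0.05, and 8 splits cannot give a share under 0.05. Over all 35 splits, 1 did, and the other splits leave some same-numbered dishes on one side. The higher sets cannot be told apart from an effect of the incubator, since control dishes stood in another incubator.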

How the results depend on the processing

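Alternatives were set before the data were examined, except median-of-ratios scaling, rescaling without mitochondrial genes and nuclear copies, adding nuclear copies to their mitochondrial gene, both TPM filters, limma's statistic for the groups of subunits, nucleus-encoded genes only for single complexes, and the use of upper-quartile normalization or of the length and GC correction on results they had not been listed for, and every alternative for the mitochondrial share of TPM, all chosen after the data were examined. Library-size normalization cannot move TPM, and the alternatives that need read counts were not run. The ranking by a count model was replaced by limma's moderated statistic.

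The enrichment score of the ETC genes kept its sign and its call under other scalings, filters and the length and GC correction, with scores from -2.07 to -1.54. It was smaller in size, with a gene-set permutation p above 0.05, with the signal-to-noise ratio on log2 values (-1.002, p = 0.454) and with the unweighted running sum (-1.23, p = 0.208). Ranked by limma's statistic it was -1.59 (gene-set permutation p = 0.00189). With permuted sample labels the score is the same (-1.94), with an exact p of 0.0571. Camera was not under 0.05 for the list (signed normal score -0.12) and was for the mitochondria-encoded genes. The score reversed to 1.43 with nucleus-encoded genes only. The set's mean difference reversed with nucleus-encoded genes only (0.041) and with the median over genes (0.033), and passed the threshold under rescaling (-0.071, exact permutation p = 0.0286). The reversals show that the sign rests on the mitochondria-encoded genes, and the cause of the other changes was not tested.

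The mitochondria-encoded mean difference lay between -0.44 and -0.35 under all scalings, filters and corrections, with an adjusted exact permutation p under 0.05 only under rescaling (-0.44, p = 0.04), where 5 groups reached the smallest p together, as is needed to go under 0.05. Their enrichment passed in every setting, from -2.95 to -2.15. Under rescaling the nucleus-encoded mean difference was -0.0066, Ndufb8 was -0.0016 and Map1lc3a -0.00064. The nucleus-encoded enrichment passed the threshold with TPM above 0 in any sample (1.47). The mean differences of complexes III and V reversed under upper-quartile normalization (-0.018 and -0.032), median-of-ratios scaling (-0.014 and -0.027) and rescaling (-0.032 and -0.046). Scaling shifts nearly all genes alike, and the median change of all tested genes went from 0.026 to -0.0053, -0.0013 and -0.019 in the same order. Under rescaling whole complexes I (-0.083), III, IV (-0.10) and V each had an adjusted exact permutation p of 0.04. With nucleus-encoded genes only, on the deposited values, the mean differences of complexes I and IV became 0.037 and 0.017, and the enrichment scores 1.37 for complex I, 1.22 for III, -0.54 for IV and 1.15 for V, none past the threshold.

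With the replicate block, the ETC mean difference was -0.02 (exact sign-flip p = 0.25) and the enrichment score -1.64. Ranked by limma's statistic, the nucleus-encoded enrichment passed the threshold with the block (1.91), with the block and the length and GC correction (1.67) and without the block (1.76, adjusted gene-set permutation p = 0.0011), so it does not need the block. In that order complex III became 1.11, 1.11 and 0.90, and complex V 1.31, 1.45 and 1.43. Complex II passed in all 3 (1.56, 1.60 and 1.50) and complex IV in none (-1.42, -1.40 and -1.53). The block gave a difference of -1.90 percentage points in the mitochondrial share of TPM (exact sign-flip p = 0.125, the smallest for 4 pairs). It gave 275 higher and 1 lower Reactome sets, limma's statistic without it 281 and 1, and camera 0 and 0. Median-of-ratios scaling gave 43 higher sets.

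With upper-quartile normalization, median-of-ratios scaling, rescaling, or a filter of TPM of at least 1 in every sample, 1 gene had an adjusted p-value under 0.05 (1110028F11Rik). Of the genes with an unadjusted p-value under 0.05, 76.6% were higher on the deposited values, against 42.3% under upper-quartile normalization, 47.1% under median-of-ratios scaling, 29.0% under rescaling and 63.2% under the length and GC correction.

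Across the 8 fits that each left out one dish, from 0 to 6 genes had an adjusted p-value under 0.05, from 11 to 16 ETC genes did over the list, the enrichment score ran from -2.14 to -1.78, the mean difference from -0.035 to -0.017, the mitochondria-encoded mean difference from -0.43 to -0.35, the nucleus-encoded mean difference from 0.03 to 0.05 and enrichment from 0.95 to 1.62 (past the threshold without control replicate 2 or Opti-ELF-WMF replicate 2 or 3), the higher Reactome sets from 26 to 131 and the lower from 2 to 3. The complex V mean difference ran up to 0.011, and became -0.0001 without control replicate 1, -0.0045 without control replicate 3, -0.0019 without Opti-ELF-WMF replicate 1 and -0.0014 without Opti-ELF-WMF replicate 3. Cry2 ran from -0.066 to 0.0060 (without control replicate 3), and Ppara from -0.103 to 0.024 (without Opti-ELF-WMF replicate 1). The cause was not tested.

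Of the 8 splits that separate every same-numbered pair, 8 gave as many genes with an adjusted p-value under 0.05, since the number was 0, and 1, the real split, gave as many with an unadjusted p-value under 0.05 (1894). It was also the 1 with as many ETC genes past the threshold over the list (11) and with as large an enrichment score. Shares from 8 splits cannot go under 0.05. Among all 35 splits (the others leave same-numbered dishes together) the real split was again the 1 with as many genes by unadjusted p-value and as many ETC genes, and 3 gave as large a score.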

Differences from the paper's values

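The paper reports lower expression of ETC genes after 1 h of Opti-ELF-WMF. In the deposited values the lower expression was found in the 13 mitochondria-encoded genes (mean difference -0.39), and the 63 nucleus-encoded subunits of complexes I to IV were not lower as a group (mean difference 0.04, exact permutation p = 0.0857). Of the alternatives run, rescaling without mitochondrial genes and nuclear copies, chosen after the data were examined, gave these a negative mean (-0.01, adjusted exact permutation p = 0.543). The mean difference over all 74 subunits of complexes I to IV was -0.02 (exact permutation p = 0.143). It had an exact permutation p of 0.0286 under that rescaling (-0.071) and, among the alternatives set before the data were examined, without Opti-ELF-WMF replicate 1 (-0.035). The same rescaling gave whole complexes I, III, IV and V an adjusted exact permutation p of 0.04, and without their mitochondria-encoded subunits at least 0.2.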

Other observations

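All tests in this part were chosen or written down only after the results they bear on had been seen, including those on marker lists.

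The lower values of the mitochondria-encoded genes were weighed against technical explanations. Reads shared with nuclear copies would leave the sum of both unchanged, but the summed share of TPM differed by -2.89 percentage points (exact permutation p = 0.0286). After median-of-ratios scaling the mean difference was -0.42, and after correction for gene length and GC content -0.355, each with the smallest p-value the exact test allows, 0.0286. Histone transcripts of 20 genes, chosen by gene name, differed by -0.030 (standard error 0.11, exact permutation p = 0.857). Replication-dependent histone transcripts as a class lack poly(A) tails, but whether these 20 do was not examined. A difference in carry-over was not seen in this list, which does not test how well mitochondrial transcripts were captured. Transcripts retained in the nucleus were lower in 15 of 16 genes, by -0.15 on average (exact permutation p = 0.0571), and by -0.18 after median-of-ratios scaling (p = 0.0286, exact permutation). The median change of that list was at percentile 0 among 10000 random lists matched on mean expression. A candidate explanation is that RNA held in nuclei and in mitochondria was recovered less fully from exposed dishes, and the lower mitochondrial transcripts cannot be told apart from it. They cannot be told apart from the incubator either, since the paper's methods place control dishes in another incubator of the same model.

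The nucleus-encoded ETC genes were higher by 0.04 on the deposited values and by 0.012 after median-of-ratios scaling (exact permutation p = 0.714). Their median change, 0.05, was at percentile 5.15 of 10000 random lists of similar expression. That is near the low end of the middle 95% of those lists, which ran from 0.04 to 0.07. The genes thus rose no more than genes of similar expression did. The small rise may therefore be the general rise of TPM that follows when abundant transcripts fall.

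Genes induced through HSF1, a marker of warming, differed by 0.0066 (exact permutation p = 0.943). Immediate-early genes, a marker of disturbed medium or dishes, differed by 0.041 (exact permutation p = 0.229), and by 0.014 after median-of-ratios scaling (exact permutation p = 0.6). A disturbance was not detected and is not excluded.

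Messenger RNA of proteins that the paper measured by Western blot was also examined at 1 h, as values only. Log2 fold changes were 0.08 for Sdha, 0.10 for Sdhb, 0.21 for Sdhc, 0.08 for Sdhd, 0.05 for Pink1, 0.05 for Map1lc3a, 0.05 for Map1lc3b, -0.06 for Ppara and 0.06 for Tfam, none with an adjusted p-value under 0.05 by limma over all genes, of which 1894 had an unadjusted p-value under 0.05. Ppargc1a (TPM 0.775 in control and 0.778 in exposed dishes) was too low to test. The 3 smallest p-values among higher genes were Gm15446 (log2 fold change 1.52, adjusted p = 0.096, limma), Cfl1 (0.15) and Mcm3 (0.15), and among lower genes 1110028F11Rik (-0.70, adjusted p = 0.0572, limma), Fgfr3 (-0.51) and mt-Co1 (-0.35). None passed the threshold of 0.05 in the fit of all 8 dishes. Without control replicate 2, the dish that stood apart for Gm15446, Gm15446 and Fgfr3 did (adjusted p = 5.4e-06 and 0.0275, limma). Neither gene did without control replicate 1, 3 or 4.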
